A study of Homo sapiens with 12 samples. Its data were reported in "EWS-FLI1 and Activator Protein-1 (AP-1) Reciprocally Regulate Extracellular-Matrix Proteins in Ewing sarcoma Cells" (2024).

How the data were processed

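Gene expression was measured by RNA sequencing in EW8 and TC71, established cell lines of Ewing sarcoma, a tumor of bone and soft tissue driven in most patients by the EWS-FLI1 fusion. Both lines carried a lentiviral Tet-On construct from which doxycycline switches on c-Jun and c-Fos together, the 2 canonical subunits of the transcription factor AP-1. Cells received doxycycline at 2000 ng/ml or the solvent alone (vehicle) for 72 h. There were 4 groups of 3 libraries, 12 in all, and group and replicate were taken from the sample descriptions. No library of doxycycline-treated cells without the 2 transgenes was used here, so an effect of doxycycline itself was not separated from an effect of c-Jun and c-Fos. Knockdown experiments of the same study were not analysed here.

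Polyadenylated RNA was made into strand-specific libraries and sequenced as read pairs. The authors checked read quality with FastQC, aligned the reads with STAR to hg38 and assigned them to the exons of GENCODE release 29 genes with featureCounts. The deposited values were whole-number counts per gene, not normalized. Per the file headers, the authors ran the counter without its options for read pairs, strand, multi-mapped reads or overlapping genes. Each mate of a pair was therefore counted as a read of its own, strand was not used, and reads that mapped to several places or fell on more than 1 gene were left out. Counts for genes with close paralogs and for genes that overlap on opposite strands are uncertain for that reason. The mate counting can be seen in the values: between 67.3% and 69.8% of the counts from 20 to 199 were even, depending on the library, and genes with 2 counts outnumbered genes with 1 count by 3.67 to 4.2 times. The exon length in the deposited table, in base pairs, was used only to test for length bias. Reads from the transgenes and from the endogenous JUN and FOS genes fall into the same gene counts and were not told apart.

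The table held 58721 genes, of which 36038 had at least 1 count in any library. Gene symbols were matched by gene identifier for 58252 of them (99.2%). Coordinates are those of hg38 as given in the count table. Total counts per library ran from 42860665 to 60853649. A group whose libraries were all at or under 6 counts for a gene, which is 3 read pairs, was treated as being at the floor. The value in CPM (read counts scaled to a library of a fixed size) depends on the library. For example, 6 counts were 0.09663 CPM in TC71 vehicle replicate 2 and 0.1146 CPM in TC71 vehicle replicate 1. Where 1 group was at the floor, a fold change is given as a bound against it, and where both were, no fold is given. Such floors cover counting error only, since reads amplified by PCR are not independent molecules.

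Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes with low counts were removed with filterByExpr, which left 21013 genes holding 99.95% of all counts. Libraries were scaled by the trimmed mean of M-values (TMM), and CPM values use the same scaling. All 12 libraries entered 1 quasi-likelihood fit with the 4 groups as levels, so that they share an estimate of the spread (common dispersion 0.0143, prior degrees of freedom 9.37). The contrasts were doxycycline against vehicle in each line, the difference of these responses between the lines (TC71 minus EW8, an interaction), and TC71 against EW8 under vehicle. P-values were adjusted by Benjamini-Hochberg over the genes tested. A gene was called at an adjusted p under 0.05 with an absolute log2 fold change over 1, as in the study. The authors used DESeq2 for this step, and DESeq2 1.42.0 was run as an alternative. Overlaps of calls were tested with Fisher's exact test. Errors are standard deviations (SD) of 3 libraries or standard errors (SE) of a log2 fold change.

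No gene set database was used here. Instead, 17 gene lists were written from general knowledge: collagens, integrins, laminins, matrix metalloproteinases, AP-1 family, genes associated with the epithelial-mesenchymal transition (EMT), TNF and NF-kB response, interferon response, hypoxia response, genes known to be activated or repressed by EWS-FLI1, proliferation, integrated stress response, ribosomal proteins, mitochondrially encoded proteins, housekeeping genes, and the 4 genes whose proteins the study followed by immunoblot (FN1, VCL, VIM and FAP). Each list was tested for excess among the genes called higher and those called lower in each line with a one-sided Fisher's exact test over all tested genes, with Benjamini-Hochberg adjustment over the 68 tests. The lists share members. Of their entries, 33 of 40 genes repressed by EWS-FLI1, 73 of 185 EMT genes and 15 of 44 collagens are in another list. Genes the study picked from these libraries, or induced in them, make up 4 of the EMT entries and 2 each of the AP-1, TNF and repressed lists. Camera and fry from limma 3.58.1 were run on the same lists over all tested genes.

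Genes named in the text follow a fixed rule: JUN and FOS, the 4 immunoblot genes, MYC, the AP-1 family, the 5 rising and 5 falling genes with the largest fitted change in both lines (taking the smaller of the 2 absolute log2 changes), the 3 genes with the largest fitted difference between lines in each direction, and the highest and lowest collagen and integrin of each line. Apart from the named families, a mean of at least 100 counts over the 12 libraries was required. FLI1, EWSR1 and the single stress response genes in the closing section fall outside the rule and were chosen after their values were seen. The AP-1 family counts include 1 gene that is not reported here.

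The groups, tests, thresholds, gene lists, naming rule and most alternatives were set before the data were examined. These alternatives were DESeq2, median-ratio size factors, library size alone, 3 other filters on low counts, a fit per line, a replicate block, a test against the fold limit itself (glmTreat), no fold limit, each library left out in turn, lists without the genes the study induced or picked, and camera and fry. Counts divided by 2, and the line difference of the lists, were added after seeing the data. The scripts were tested on simulated data with 198 of 19736 genes changed 4- to 8-fold, rises and falls drawn in equal number. In TC71, 50 of the rising genes were raised a further 4-fold. Between 93.4% and 97.5% of the changed genes were recovered with at most 1 false call per test, and 47 of 50 simulated line differences were found. The simulation gave all genes the same dispersion and had no deviating library, so these rates need not hold for the real libraries. Of 20 random lists, 0 passed among the rising genes of EW8, the only test counted, while a planted list had an adjusted p of 8.07e-81 there.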

Results

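The data collected were gene-level read counts from 12 RNA-seq libraries of 2 Ewing sarcoma cell lines, EW8 and TC71, in which c-Jun and c-Fos can be induced with doxycycline. Each line was represented by 3 libraries from vehicle-treated cells and 3 from cells given doxycycline at 2000 ng/ml for 72 h. The deposited counts summed to 42860665, 44670792 and 54034667 for the EW8 vehicle replicates 1 to 3, and to 56771817, 51156322 and 43923382 for the EW8 doxycycline replicates. For TC71 the totals were 50433435, 60853649 and 51105225 with vehicle and 43664892, 44036055 and 45033844 with doxycycline. Both mates of a read pair were counted, so the number of sequenced fragments behind each total is smaller. The 10 most abundant genes held between 3.65% and 5.17% of the counts in each library, and the highest single gene was EEF1A1 in all 12. In a principal component analysis of the tested genes, the first component (57.5% of the variance) separated the lines and the second (26.4%) separated doxycycline from vehicle in both. Set against counting noise, replicates of a group had a chi-square per gene between 5.7 and 13.1 for 10 of the 12 replicate pairs. The exceptions were the pairs with TC71 vehicle replicate 1, at 81.1 against replicate 2 and 78.2 against replicate 3. Mates and PCR copies are not independent reads, so these values serve to compare the pairs with each other.

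The induced genes were examined first in every library. JUN (ENSG00000177606.6, chromosome 1, 58780788 to 58784327, minus strand, protein coding) was at 21.59 ± 2.61 CPM in EW8 vehicle cells and 473.7 ± 44.8 CPM with doxycycline (SD, n = 3). In TC71 it was at 20.74 ± 4.01 CPM with vehicle and 755.5 ± 54.6 CPM with doxycycline. The log2 fold changes were 4.46 (SE 0.12, adjusted p 1.93e-15, edgeR quasi-likelihood test) and 5.19 (SE 0.13, adjusted p 2.36e-16). FOS (ENSG00000170345.9, chromosome 14, 75278774 to 75282230, plus strand, protein coding) rose from 36.76 ± 0.814 to 1078 ± 72 CPM in EW8, a log2 fold change of 4.87 (SE 0.07, adjusted p 4.23e-19). In TC71 it rose from 11.67 ± 0.426 to 1580 ± 120 CPM, a log2 fold change of 7.08 (SE 0.08, adjusted p 9.35e-21). All 6 doxycycline libraries lay above all 6 vehicle libraries for both genes. The response was larger in TC71 by 0.73 (SE 0.15, adjusted p 0.00217) for JUN and by 2.21 (SE 0.09, adjusted p 6.41e-12) for FOS on the log2 scale. FOS under vehicle was lower in TC71 than in EW8 by a log2 of -1.65 (adjusted p 2.68e-13). Transgene and endogenous transcripts are summed in these values. Among the alternatives, leaving out TC71 vehicle replicate 1 moved the JUN response in TC71 most, to 5.02.

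**Figure D1:**
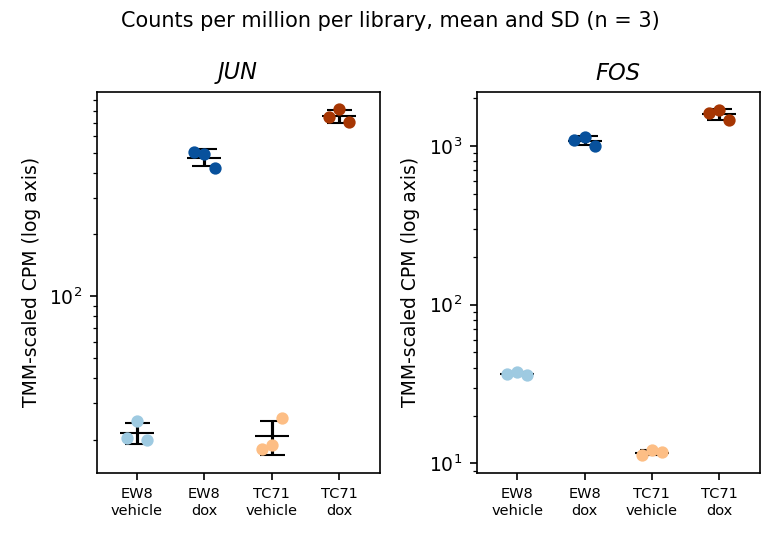
TMM-scaled CPM of JUN and FOS on a logarithmic axis in the 4 groups; points are the 3 libraries of a group, the bar its mean and the whiskers its SD. Both genes sit between 422.2 and 1686 CPM in the 6 doxycycline libraries and between 11.21 and 37.57 CPM in the 6 vehicle libraries.

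The next comparison asked which genes change when c-Jun and c-Fos are expressed. Of the 21013 genes tested, 2401 (11.4%) were higher and 711 (3.4%) lower with doxycycline in EW8, and 2583 (12.3%) were higher and 772 (3.7%) lower in TC71, at an adjusted p under 0.05 and an absolute log2 fold change over 1. Genes that rose made up 77.2% of the calls in EW8 and 77% in TC71. Most of that imbalance depended on the fold limit. Without it, 4598 genes were higher and 4618 lower in EW8 (49.9% higher), and 5283 were higher and 4295 lower in TC71 (55.2% higher). At a log2 limit of 3 the share of rising genes was 95.7% and 90%. Under the scaling alternatives the share stayed within 70.7% (TC71, library size alone) and 77.7% (EW8, median-ratio size factors). The number of genes higher in EW8 moved most with the fold limit removed and with a filter of at least 10 counts in every library, which left 14647 genes to test and 1255 calls. That filter takes out any gene with fewer than 10 counts in a vehicle library. The vehicle libraries were all at the floor for 614 of the 2401 rising genes in EW8 (25.6%) and for 633 of the 2583 in TC71 (24.5%). Protein-coding genes made up 76% of the rising calls in EW8 and 80% in TC71, and long non-coding RNAs 15.8% and 13%.

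The calls of the 2 lines were then overlapped. A total of 1563 genes were higher in both lines, where 295.1 would be shared by independent lists of the same sizes (odds ratio 32.2). These were 65.1% of the rising genes of EW8 and 60.5% of those of TC71. For falling genes the overlap was 228 against 26.1 (odds ratio 17.1, Fisher's exact p 5.85e-157), or 32.1% and 29.5% of each line's calls. With at least 10 counts in every library the shared rising genes numbered 817, the alternative that lowered this count most, and with no fold limit they numbered 3357. Of the genes called in both lines, 27 went in opposite directions. Across the 17789 genes above the floor in every group, the log2 fold changes of the lines correlated with a Pearson r of 0.69 and a Spearman rho of 0.58. Genes are not independent replicates, so these coefficients describe the libraries and carry no p-value.

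**Figure D2:**
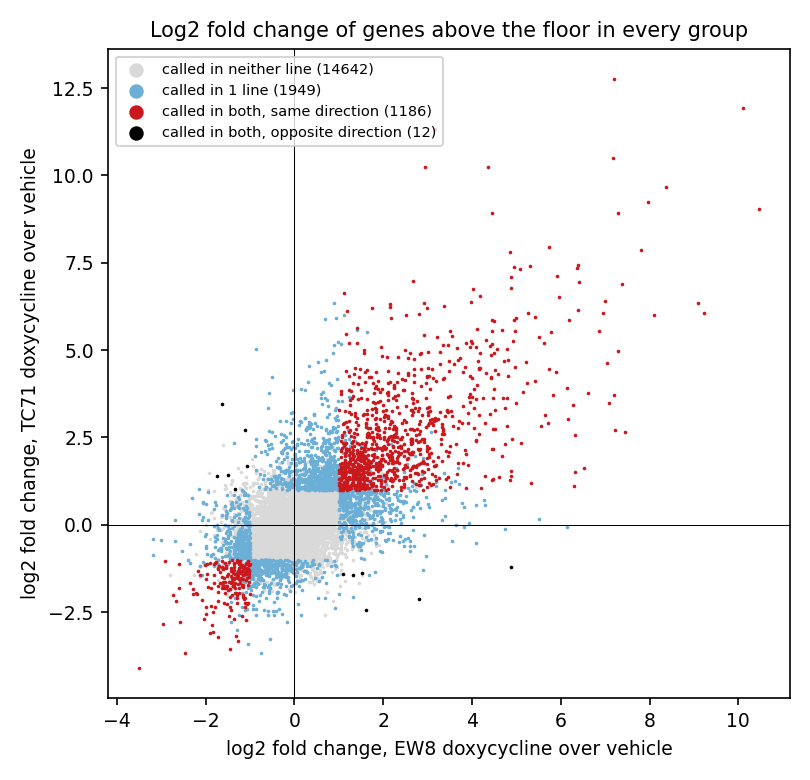
Log2 fold change of doxycycline over vehicle in EW8 (horizontal) and TC71 (vertical), 1 point for each of the 17789 genes above the floor in every group, with the number in each class in brackets. Of these, 1186 were called in the same direction in both lines and 12 in opposite directions.

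The 5 rising genes with the largest fitted change in both lines had all their vehicle libraries at the floor, so that only bounds can be given. Fitted values against counts of 0 are imprecise, and by the bounds the order would differ. MMP10 (chromosome 11, 102770503 to 102780628) reached 33.2 ± 1.98 CPM in EW8 and 862.6 ± 20.4 CPM in TC71 with doxycycline, at least 269-fold and at least 7950-fold higher than the floor. COL17A1 (chromosome 10, 104031286 to 104085957) was at least 260-fold higher in EW8 and at least 337-fold in TC71. The bounds for KRT81, FCRLA and VEPH1 were at least 135-fold, 86.6-fold and 533-fold in EW8 and 443-fold, 470-fold and 223-fold in TC71. MMP10 lies inside WTAPP1 and KRT81 inside KRT86 on the opposite strand, which counting without strand does not separate, and KRT81 belongs to a family of close paralogs. Falling genes changed less. BTBD17 fell from 29.69 ± 2.1 to 2.635 ± 0.271 CPM in EW8 (log2 fold change -3.49, SE 0.26, adjusted p 3.19e-09) and by a log2 fold change of -4.11 (SE 0.43, adjusted p 2.33e-07) in TC71. The log2 fold changes of FCGBP were -2.96 and -2.84, and those of MLC1 -2.57 and -2.79. H19 fell by 2.83 on the log2 scale in EW8 and was at least 2.15-fold lower in TC71, where its doxycycline libraries were at the floor. C6 fell by 2.90 in TC71 and was at least 2.08-fold lower in EW8, where its vehicle libraries held between 2 and 18 counts. Each of these 10 genes kept its call in both lines under every alternative that tested it, glmTreat not being among them.

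The study followed fibronectin, vinculin, vimentin and fibroblast activation protein by immunoblot, and the counts of their genes were compared. FN1 (chromosome 2, 215360440 to 215436172) rose from 788.5 ± 22.3 to 2321 ± 92.8 CPM in EW8, with a log2 fold change of 1.56 (SE 0.14, adjusted p 6.43e-08). In TC71 it rose from 64.73 ± 20.4 to 1942 ± 97.9 CPM, with a log2 fold change of 4.91 (SE 0.17, adjusted p 3.44e-14). VIM (chromosome 10, 17228259 to 17237593) rose by 3.14 (SE 0.05, adjusted p 1.74e-18) in EW8 and 1.67 (SE 0.05, adjusted p 2.72e-15) in TC71. FAP (chromosome 2, 162170684 to 162245151) rose by 3.19 (SE 0.19, adjusted p 8.94e-11) and 2.99 (SE 0.18, adjusted p 1.11e-10), from 2.332 ± 0.334 and 3.122 ± 0.973 CPM under vehicle. VCL (chromosome 10, 73995193 to 74121363) rose by 0.89 (SE 0.05, adjusted p 1.16e-10) and 0.96 (SE 0.05, adjusted p 3.03e-11). Its change exceeded the spread between replicates in both lines and stayed under the fold limit. The lines differed in the response of FN1, by 3.35 (SE 0.21, adjusted p 1.88e-09) in favor of TC71, and of VIM, by -1.48 (SE 0.07, adjusted p 2.11e-11) in favor of EW8. They did not differ detectably for VCL (adjusted p 0.576) or FAP (adjusted p 0.671). Under vehicle, FN1 was lower in TC71 by -3.61 and VIM higher by 2.11 on the log2 scale. MYC (chromosome 8, 127735434 to 127741434) did not change beyond the spread in EW8 (log2 fold change -0.14, SE 0.08, adjusted p 0.175). It fell by 0.60 (SE 0.08, adjusted p 7.6e-06) in TC71, less than the fold limit, and the difference between the lines was -0.46 (adjusted p 0.00933).

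**Figure D3:**
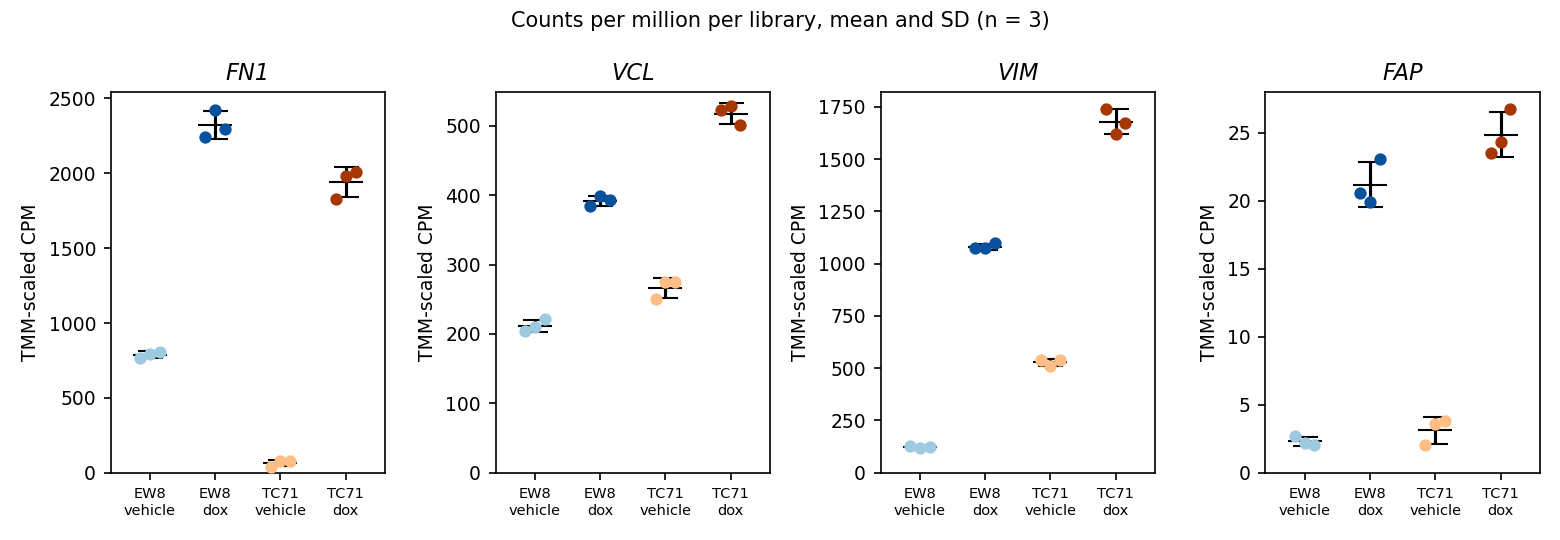
TMM-scaled CPM of FN1, VCL, VIM and FAP in the 4 groups on linear axes that start at 0; points are the 3 libraries of a group, the bar its mean and the whiskers its SD. In each line the doxycycline libraries lie above the vehicle libraries for all 4 genes.

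Gene lists were tested next, since the study asked which classes of genes respond. Of the 17 lists, 10 were in excess among the rising genes of EW8 and 10 among those of TC71 at an adjusted p under 0.05, and 1 and 2 lists were in excess among the falling genes. TNF and NF-kB response genes were called higher for 100 of 145 members in EW8 (adjusted p 2.63e-58) and 66 of 145 in TC71 (adjusted p 4.2e-22). EMT-associated genes were called higher for 80 of 174 in EW8 (adjusted p 4.48e-29) and 101 of 174 in TC71 (adjusted p 1.11e-45). Interferon response genes numbered 46 of 67 in EW8 (adjusted p 6e-27) and 32 of 67 in TC71 (adjusted p 8.87e-12). Genes known to be repressed by EWS-FLI1 were called higher for 23 of 37 (adjusted p 2.32e-12) and 24 of 37 (adjusted p 1.03e-12). Genes known to be activated by EWS-FLI1 were called lower for 7 of 34 in EW8 (adjusted p 0.000508) and 4 of 34 in TC71. The excess in TC71 did not pass (adjusted p 0.0952), although it did under 8 of 26 alternatives. Hypoxia response genes passed in TC71 (13 of 43 higher, adjusted p 0.0058) and not in EW8 (9 of 43, adjusted p 0.133), where they did pass under 4 of 26 alternatives. With p-values adjusted over the list alone, the counts of rising genes in TC71 were 105 for the EMT list, 67 for the TNF list and 25 for the repressed list, and the other counts given here for rising genes did not change. These lists hold genes that the study picked from the same libraries, so such counts are not independent evidence. The number of list tests past the threshold was 23 of 68, and the alternative that moved it most was no filter on low counts, with 28. Without the genes the study induced or picked, which leaves the immunoblot list empty, 21 passed.

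Matrix-related lists were smaller. Integrins were called higher for 11 of 22 in EW8 (adjusted p 5.08e-05) and 13 of 22 in TC71 (adjusted p 1.81e-06). Matrix metalloproteinases numbered 9 of 18 (adjusted p 0.000294) and 11 of 18 (adjusted p 8.14e-06), and laminins 7 of 12 (adjusted p 0.000508) and 5 of 12 (adjusted p 0.0324). For collagens the counts were 10 of 39 in EW8 (adjusted p 0.0324) and 17 of 39 in TC71 (adjusted p 7.54e-06). The median log2 fold change of the 39 collagens was -0.01 in EW8 and 0.94 in TC71, or 0.00 and 0.26 with genes at the floor set to their bound. The excess of collagens in EW8 did not pass without EW8 doxycycline replicate 1 (adjusted p 0.0624, range over the alternatives 6.47e-05 to 0.507). Of the 4 immunoblot genes, 3 were called higher in each line (adjusted p 0.0195 and 0.0229). The study picked these 4 from its RNA sequencing results, so their excess was built in and is not independent evidence. COL17A1 was the highest collagen in both lines by the fitted change. COL13A1 was the lowest in EW8 (log2 fold change -1.61, SE 0.11, adjusted p 7.06e-10) and fell by 1.26 in TC71. COL2A1 was the lowest in TC71 (-1.94, SE 0.33, adjusted p 7.99e-05), and in EW8 it did not pass (-1.18, adjusted p 0.0804), although it did under 5 of 20 alternatives, among them those without EW8 doxycycline replicate 3 or without EW8 vehicle replicate 2. ITGAX was the highest integrin by the fitted change, at least 502-fold higher in EW8 and at least 293-fold in TC71. ITGA2B was the lowest, with a log2 fold change of -0.56 (adjusted p 0.102) in EW8 and -1.27 (adjusted p 0.0115) in TC71. Without TC71 vehicle replicate 2, the ITGA2B change in TC71 was -0.67 and did not pass.

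The remaining lists showed small changes or none. Proliferation genes had 0 of 47 members called lower in EW8 and 7 of 47 in TC71 (adjusted p 0.0058). Without the fold limit, 45 of the 47 were lower in EW8 and 44 in TC71 at an adjusted p under 0.05 (45 in both at an unadjusted p under 0.05), with median log2 fold changes of -0.46 and -0.52. Ribosomal protein genes had 0 of 85 called in either direction in either line. At an unadjusted p under 0.05, 35 of them were lower and 4 higher in EW8, and 74 were lower and 3 higher in TC71. Mitochondrially encoded genes had 0 of 13 called in either line, and at an unadjusted p under 0.05 there were 0 in EW8 and 1 lower in TC71. Among the 10 housekeeping genes, 0 were called in EW8 (5 higher and 2 lower at an unadjusted p under 0.05) and 1 was called higher in TC71. Integrated stress response genes were called higher for 3 of 27 in EW8 and lower for 0 (6 lower at an unadjusted p under 0.05). In TC71, 2 were higher and 4 lower, and the excess of the latter (adjusted p 0.0479) was lost without TC71 vehicle replicate 3 (adjusted p 1, range over the alternatives 4.49e-08 to 1). When the whole lists were tested with camera, using the correlation between genes estimated from the data, the calls held except for collagens in EW8 (adjusted p 0.507), interferon response in TC71 (0.199) and the stress response in TC71 (0.697). Camera also passed the proliferation genes in EW8 (0.00151), and the AP-1 family (0.0334) and the genes activated by EWS-FLI1 (0.0163) in TC71. Under fry, collagens in EW8 and interferon response in TC71 passed (adjusted p 6.47e-05 and 3.84e-06) and the stress response in TC71 did not (0.189). Fry passed 30 of the 34 tests of a list in a line, among them hypoxia in EW8 (4.73e-06), the ribosomal proteins (0.0343 in EW8 and 8.9e-05 in TC71) and the housekeeping genes (5e-05 and 5.77e-05), proliferation in EW8 (1.21e-09), and the AP-1 family and the genes activated by EWS-FLI1 in TC71 (1.06e-07 each). A list that passed in a single line need not differ between the lines: by camera on the difference of the responses, the adjusted p was 0.229 for hypoxia, 0.72 for genes activated by EWS-FLI1, 0.108 for the AP-1 family and 0.0847 for proliferation. Fry, which asks whether the members differ at all rather than more than other genes, passed the difference for hypoxia (0.00138), the AP-1 family (0.00177) and proliferation (0.000354) and not for the genes activated by EWS-FLI1 (0.842).

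**Figure D4:**
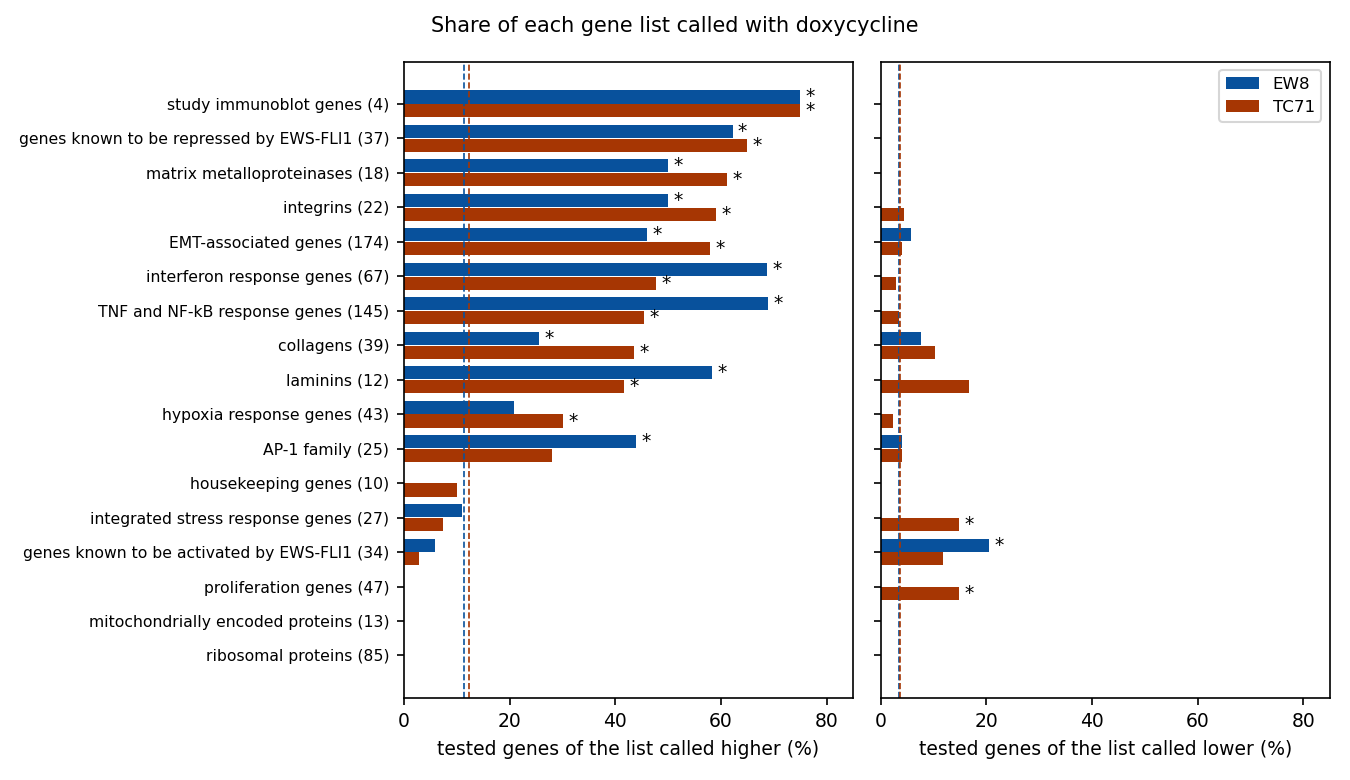
Percentage of the tested members of each list called higher (left) or lower (right) with doxycycline in EW8 and TC71; brackets give the number tested, asterisks an adjusted p under 0.05 and dashed lines the percentage among all tested genes. The highest share among lists of more than 4 genes is 69% for TNF and NF-kB response genes in EW8.

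Other members of the AP-1 family were compared as well. Of 25 members tested, 11 were called higher in EW8 (adjusted p of the excess 0.000214) and 7 in TC71 (adjusted p 0.0772), and leaving out JUN and FOS made these 9 and 5. FOSL1 rose by 6.86 (SE 0.15, adjusted p 1.66e-16) in EW8 and 5.54 (adjusted p 3.69e-16) in TC71. FOSL2 rose by 5.64 (SE 0.13, adjusted p 1.7e-16) and 3.13 (adjusted p 2.4e-14), and MAFK by 1.66 and 2.00 on the log2 scale. JUNB (2.14 and 0.57), MAFF (3.32 and 0.72), JDP2 (2.28 and 0.42) and ATF3 (1.26 and 0.51) passed the fold limit in EW8 only. The difference between the lines passed the threshold for JUNB (-1.58), MAFF (-2.60) and JDP2 (-1.86) and not for ATF3 (adjusted p 0.351). ATF3 reached 1.27 in TC71 without TC71 vehicle replicate 3. The changes of BATF2 in TC71 (1.13, adjusted p 0.0401) and of FOSB in EW8 (1.03, adjusted p 0.034) and TC71 (1.16, adjusted p 0.0175) were near the threshold, and BATF2 lost its call in 14 of 20 alternatives. MAF fell by 1.24 in EW8 and was at the floor in all 6 TC71 libraries, and MAFA fell by 0.54 in EW8 and by 3.27 in TC71. JUNB lies inside HOOK2 and FOSB inside ERCC1 on the opposite strand, so their counts include any reads of those genes that fall on their exons alone. The remaining 12 members were called in neither line.

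**Figure D5:**
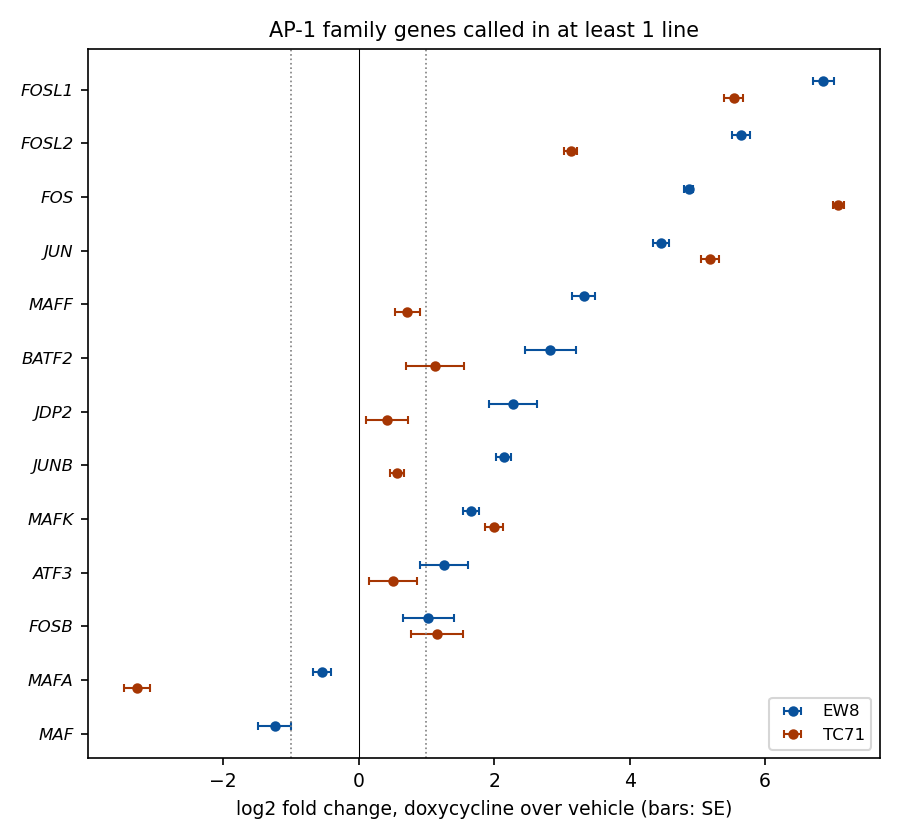
Log2 fold change of doxycycline over vehicle of the AP-1 family genes called in at least 1 line, in EW8 and TC71, with SE as whiskers and dotted lines at the fold limit; MAF in TC71 is left out because all libraries were at the floor. FOSL1 and FOSL2 lie furthest to the right in EW8, at 6.86 and 5.64.

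Finally, the responses of the 2 lines were compared directly. The response of 1481 genes (7% of those tested) differed between the lines, being more positive in TC71 for 878 and in EW8 for 603. The count moved most with no fold limit, to 4057, and with glmTreat, to 578. Of 2831 genes called in 1 line alone, 864 (30.5%) differed by this test, so that most calls seen in a single line were not shown to differ between lines. Under vehicle, 6420 genes differed between TC71 and EW8, 2446 higher in TC71 and 3974 higher in EW8. The largest fitted differences in response in favor of TC71 were those of KCNN4, TMEM176B and FLNC. FLNC rose by 3.16 in EW8, from 269.4 ± 18.3 CPM, and by 11.34 in TC71, from 0.1973 ± 0.11 CPM (difference 8.18, SE 0.18, adjusted p 5.15e-15). KCNN4 rose by 4.45 in EW8 and was at least 302-fold higher in TC71 (adjusted p of the difference 1.74e-05). TMEM176B rose by 2.55 in EW8 and was at least 57.3-fold higher in TC71 (adjusted p of the difference 5.73e-08), and it overlaps TMEM176A on the opposite strand. In favor of EW8 they were RCSD1, CXCL2 and LINC02246, at least 77.8-fold, 710-fold and 81-fold higher in EW8 (adjusted p of the difference 0.00139, 2.41e-05 and 0.000245). In TC71, RCSD1 was at the floor in both groups and LINC02246 rose by 2.43. CXCL2 did not pass in TC71 (adjusted p 0.106), although it did under 2 of 19 alternatives. The test of RCSD1 rested on TC71 vehicle replicate 2, which held its 2 counts in that line, and without that library the adjusted p was 1 (range over the alternatives 2.8e-09 to 1).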

Values the study reported

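Expression of both transgenes raised 1427 genes in EW8 as well as in TC71, as reported by the study.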

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

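The tests of a single deviating library, of the strength of induction and of whole lists between the lines were chosen only after the results they concern were seen. All results in this part drew attention because the response to doxycycline differed between EW8 and TC71 in a test of the difference itself.

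In all, 1481 genes differed in response. Several technical readings were tested. Scaling the libraries otherwise left at least 1467 genes, of which 1429 or more were among the 1481, so scaling does not account for the count. Genes with a group at the floor made up 23.6% of the 1481, against 15.3% of all tested genes, and 1132 remained without them. Without TC71 vehicle replicate 1, the library furthest from its group, the number was 1637. When the 12 libraries were regrouped at random into 4 groups of 3, the real grouping was the 1 of 100 that gave as many genes, and the highest of the others gave 447. Random groups mix lines and treatments, which widens their spread, so that test is a lenient one. The libraries of each line may have been prepared apart, which the sample descriptions do not say, and such a batch would cancel in the comparison of responses unless it acted on one treatment alone. A biological reading named by the design is that the lines respond differently to the same factors. A second is that c-Jun and c-Fos were induced more strongly in TC71, where FOS rose further (adjusted p of the difference 6.41e-12). The FOS difference of 2.21 includes a lower vehicle level in TC71 (-1.65 on the log2 scale), so it overstates the strength of induction. With doxycycline FOS was at 1580 CPM in TC71 and 1078 CPM in EW8. JUN, whose vehicle difference was -0.06, was at 755.5 and 473.7 CPM. The absolute response was larger in EW8 for 548 genes. Of the 450 genes with a different response that were not called different under vehicle, 195 (43.3%) were among these, for which stronger induction in TC71 would be a poor account. For the other 353, whose vehicle levels differed, and for the 933 genes with the larger response in TC71, it cannot be told apart from other properties of the line, because each line was induced at a single dose.

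Single genes showed the same mixture. FN1 (adjusted p of the difference 1.88e-09), KCNN4 (1.74e-05), TMEM176B (5.73e-08) and FLNC (5.15e-15) responded more in TC71, and VIM (2.11e-11), RCSD1 (0.00139), CXCL2 (2.41e-05) and LINC02246 (0.000245) more in EW8. Vehicle levels differed in parallel for some: FN1 and FLNC were lower in TC71 under vehicle, by -3.61 and -10.35 on the log2 scale, and VIM was higher by 2.11. For FN1 and FLNC the doxycycline levels of the lines were closer than the vehicle levels. RCSD1 was at the floor in all 6 TC71 libraries, and its call was lost without TC71 vehicle replicate 2 (adjusted p 1, range over the alternatives 2.8e-09 to 1). CXCL2 has close paralogs whose shared reads were left out of the counts in both lines alike, which was not tested. The difference for FN1 ranged from 2.98 to 3.48 and that for FLNC from 7.79 to 8.77 over the alternatives, so neither depended on a setting that was tried.

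Within the AP-1 family, several members also passed both limits for a difference between the lines. JUNB (adjusted p of the difference 5.2e-07), FOSL1 (0.000296), FOSL2 (2.9e-09), BATF2 (0.0474), JDP2 (0.00777) and MAFF (3.3e-07) rose more in EW8, while MAFA (1.58e-07) fell more in TC71. Of the 9 members other than JUN and FOS that were called higher in either line, 0 rose more in TC71 by the test of the difference, or at an unadjusted p under 0.05, and the 6 named first rose more in EW8. ATF6, whose rise stayed under the fold limit in both lines (0.36 and 0.76), rose more in TC71 (difference 0.40, adjusted p 0.00179). Vehicle levels were already higher in TC71 for 4 of the 6 (log2 differences of 2.76 for FOSL2, 2.51 for JDP2, 1.41 for JUNB and 1.05 for FOSL1), and with doxycycline FOSL2 (133.8 against 112.3 CPM) and JDP2 (13.09 against 8.364 CPM) reached a higher level in TC71 than in EW8. For these 4 the smaller changes in TC71 may follow from its vehicle levels, so that stronger induction of c-Jun and c-Fos in TC71 cannot be told apart from other properties of the lines. For JDP2 that vehicle level rests mainly on TC71 vehicle replicates 2 and 3 (11.68 and 14.09 CPM), since replicate 1 was at 3.647 CPM. It may thus belong to those libraries rather than to the line. Of the 4 called members whose vehicle level was not called higher in TC71, 2 rose more in EW8 (MAFF and BATF2) and 0 in TC71. Stronger induction in TC71 would be a poor account of these 2, mainly by MAFF, whose vehicle level did not differ (adjusted p 0.064) and whose difference of -2.60 ranged from -2.75 to -2.43 over the alternatives. The BATF2 difference was lost in 11 of 19 alternatives (adjusted p from 0.0233 to 0.128). JUNB shares its locus with HOOK2, and whether reads of that gene add to the JUNB count was not tested for this pair.

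For whole lists, camera with an estimated correlation gave adjusted p-values of 0.0184 for collagens, 0.0186 for matrix metalloproteinases and 0.0291 for EMT-associated genes, all responding more in TC71. TNF and NF-kB response genes (0.0476) and interferon response genes (0.0314) responded more in EW8. The median differences (TC71 minus EW8, log2) were 0.80, 1.08, 0.38, -0.54 and -0.70. They use fitted changes, which are imprecise against counts of 0. With genes at the floor set to their bound, the median changes in EW8 and TC71 were 0 and 0.26 for collagens and 1.13 and 2.13 for matrix metalloproteinases. They were 0.87 and 1.18 for EMT genes, 1.88 and 0.74 for TNF genes, and 1.82 and 0.7 for interferon genes. Over 14 settings (1 library left out in 12, the scaling changed in 2), collagens (0.00756 to 0.0251) and matrix metalloproteinases (0.0108 to 0.0268) passed in all 14. EMT genes passed in 8 (0.00827 to 0.0787, the latter without EW8 doxycycline replicate 1), TNF genes in 4 (0.018 to 0.092, without TC71 vehicle replicate 3) and interferon genes in 8 (0.012 to 0.0636, without EW8 doxycycline replicate 1). Fry passed these 5 lists, with adjusted p-values from 5e-06 to 0.000354, but it passed 12 of the 17 lists and so singles out few. Since the lists moved in opposite directions, a common shift of one line may be set aside as the whole cause, and the count under other scalings (at least 1467 genes) points the same way. Different responses of the lines stay open as a hypothesis.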

How the results depend on the processing

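Counts of called genes were recomputed under each alternative and with every library left out in turn; the halved counts were chosen after seeing the data. The counts stayed within 1.5 times the value reported under DESeq2, median-ratio size factors, library size alone, no filter on low counts, a minimum of 0.5 CPM in 1 library and halved counts. So did those that could be fitted with the libraries of each line alone, which gives no comparison between the lines, and with the replicate block. DESeq2 called 2481 genes higher and 733 lower in EW8, 2597 and 893 in TC71, and 1591 higher and 250 lower in both. Of the genes called in the report, it shared 98.3% in EW8 and 97.8% in TC71.

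With at least 10 counts in every library, the calls were 1255 higher and 345 lower in EW8, 1362 higher in TC71, 817 higher and 148 lower in both lines, 966 with a different response and 3566 between the lines under vehicle. That filter tested 14647 genes in place of 21013 and takes out genes that are off in 1 group by construction. This may account for most of the lost calls, which were not split by reason. Testing against the fold limit with glmTreat gave 169 genes lower in EW8, 267 lower in TC71, 62 lower in both and 578 with a different response. It asks for a change beyond the limit rather than from 0, so fewer genes near the limit pass by construction. With no fold limit there were 4598 higher and 4618 lower in EW8, 5283 and 4295 in TC71, 3357 higher and 2828 lower in both, 4057 with a different response and 12974 between the lines, again by construction.

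Across the 12 fits that each left out a library, the ranges were 2376 to 2693 higher and 551 to 725 lower in EW8, 2440 to 2656 and 752 to 940 in TC71, 1486 to 1564 higher and 204 to 239 lower in both, 1324 to 1637 with a different response and 6308 to 6624 under vehicle. The list tests past the threshold numbered 22 to 24. JUN ranged from 4.42 to 4.58 in EW8 and from 5.02 to 5.31 in TC71, and FOS from 4.87 to 4.97 and from 6.97 to 7.14, on the log2 scale.

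Same-numbered replicates of vehicle and doxycycline did not deviate together (correlations from -0.028 to 0.01), so the numbers were not treated as paired. With the replicate block there were 2327 higher and 641 lower in EW8, 2507 and 713 in TC71, 1493 higher and 217 lower in both and 1357 with a different response. The line comparison under vehicle could not be fitted with it. No count moved by over 1.5 times under the block. Among single results it changed the calls of BATF2 in TC71 and between the lines, of FOSB and COL2A1 in EW8 and of the stress response list in TC71, and no other call.

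Of 188 single results (lists, named genes and the AP-1 counts), 160 kept their call under every alternative applied to them and 28 changed under at least 1. Single genes were not put to glmTreat or to the removal of the fold limit. How their calls near the limit would fare there is therefore not part of this count. Among lists, 30 fits passed where the reported one did not and 14 lost the call. Among genes, 16 passed and 39 lost it, most of them for BATF2 and FOSB, whose mean levels under vehicle were under 1 CPM. The count of AP-1 members higher in TC71 rose from 7 to 11 with no fold limit. In 1 list fit beyond these, the excess of integrated stress response genes among falling genes in TC71 vanished. Its odds ratio was 4.58, and it ran from 0.92 without TC71 vehicle replicate 3 to 15.5 without TC71 vehicle replicate 1. The value of 0.92 shows no depletion. With at least 10 counts in every library, which tests fewer genes, the odds ratio of matrix metalloproteinases in EW8 went from 7.78 to 2.67 (adjusted p 0.818). Laminins no longer passed (adjusted p 0.0522 in EW8 and 0.0624 in TC71), although their odds ratio was 8.02 against 10.9 in EW8 and 7.33 against 5.1 in TC71. Proliferation genes in TC71 lost theirs under glmTreat (adjusted p 0.932, range over the alternatives 3.12e-26 to 0.932); the cause was not tested. Depth limits what can be said of the 614 rising genes in EW8 and 633 in TC71 whose vehicle libraries were at the floor, for which only a lower bound of the change is known.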

Other observations

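The tests of the vehicle levels, of the stress response genes and of FLI1 and EWSR1 were chosen only after the values were seen. So were those of leaky induction and of the abundant genes that rose in both lines. The other tests in this part were set out earlier.

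The surplus of rising over falling genes was examined for technical sources. Under other scalings the lowest share of rising genes among the calls was 70.7%. The doxycycline libraries held 1.07 times the counts of the vehicle libraries in EW8 and 0.817 times in TC71, while the surplus was alike in both lines, so depth is a poor account. Low vehicle levels leave room to rise but not to fall. Among genes with a mean of at least 1000 counts in the vehicle libraries of the line, the rising share was 64.3% in EW8 and 71.5% in TC71, lower than among all calls (77.2% and 77%). With the mean taken over all libraries instead, the share at 1000 counts was 81.8% in EW8 and 83.2% in TC71, higher than among all calls. A vehicle mean favors genes that fall, and a mean over all libraries favors genes that rise. Whether low vehicle levels account for a part of the surplus was therefore not settled. Gene length and GC content were nearly unrelated to the fold changes (Spearman rho across genes of at most 0.08 and 0.067, which are not independent replicates). The surplus is mostly one of size: without a fold limit, 49.9% of the changed genes rose in EW8 and 55.2% in TC71. In the most abundant genes (mean of at least 10000 counts) 39.1% did in EW8 and 39.3% in TC71. With the fold limit, 91.1% and 87.8% of the calls among these abundant genes rose. Decreases, among them those of ribosomal protein and proliferation genes, were thus smaller than increases. This may reflect an activator acting on selected genes while others lose a little of their share of the library, which relative counts cannot resolve. Of the 10 splits of the 6 libraries of a line into groups of 3, only the real one (1 of 10) gave as many calls in EW8, as it did in TC71, and as it did for the lines under vehicle. With 10 splits the share cannot go under 0.1. For calls shared by both lines, 1 of 100 drawn splits gave as many as the real 1791, and the highest of the others gave 27. That value equals the 27 genes called in opposite directions, which the real groups give when the labels of 1 line are exchanged. The remaining splits mix treatments within a group, or lines for the comparison under vehicle. Mixing widens the spread, so these tests are lenient ones.

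Doxycycline inhibits mitochondrial translation and could by itself change expression in cells without the transgenes. If that effect ruled the calls, the integrated stress response should rise. The highest odds ratio of its genes among the rising genes was 0.969 (EW8), from 3 of 27 genes, and it ran from 0.621 to 2.2 over the alternatives, with no adjusted p under 0.282. In TC71 the comparison is weakened because these genes were lower in vehicle replicate 1 than in replicates 2 and 3. Their median log2 change with doxycycline was 0.33 against replicate 1 alone, and -0.52 and -0.79 against replicates 2 and 3. A mitochondrial effect at 2000 ng/ml was not seen and is not excluded by so few genes. Other effects of doxycycline were not separated by the design.

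Genes known to be repressed by EWS-FLI1 rose in both lines, and a lower level of the fusion is a candidate explanation. The fusion transcript is counted in part under FLI1. FLI1 did not change beyond the spread, with a log2 fold change of -0.01 (adjusted p 0.912) in EW8 and -0.15 (adjusted p 0.0707) in TC71. EWSR1 changed by -0.14 (adjusted p 0.0954) and -0.34 (adjusted p 0.000205). Over the alternatives FLI1 in TC71 ran from -0.25 to -0.13 (adjusted p 0.0051 to 0.205). A large drop of the fusion transcript is therefore not seen at the level of RNA. How large a drop would release these genes was not tested, and the protein was not measured here. Without the fold limit, 21 of 34 genes activated by EWS-FLI1 were lower and 7 higher in EW8 at an adjusted p under 0.05. In TC71, 24 were lower and 6 higher. Lower activity of the fusion could give this and is not excluded. Direct action of AP-1 at the same genes stays open.

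Counting without strand leaves a trace in these data. Of the called genes, 264 (8.5%) in EW8 and 261 (7.8%) in TC71 lie inside a gene of the opposite strand. Where the host gene was called too, they changed in the same direction in 51 of 62 cases (82.3%) in EW8 and 57 of 65 (87.7%) in TC71. Random pairs of called genes did so in 64.7% and 64.6%, and the shares of rising genes among these pairs alone would give 71.9% and 76.1%. Reads of the host may therefore add to some of these counts, although shared regulation of neighboring genes would give the same pattern. The genes concerned include MMP10, KRT81, JUNB and FOSB.

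Whether induction brings the lines to one common level stayed open. Among the 1563 genes higher in both lines, the median absolute difference between the lines was 0.88 (log2 CPM) under vehicle and 1.11 under doxycycline, a ratio of 1.26. The vehicle libraries of 1 or both lines were at the floor for 565 of these genes, and for 302 in both, where the vehicle difference is near 0 by construction, so that ratio decides nothing. Among those with at least 100 counts in every library the ratio was 0.92, and among those with a mean of at least 1000 counts it was 0.90, against 1.02 and 1.03 for genes called in neither line. So small a drop neither shows nor excludes an approach of the lines, and whether imprecise vehicle values add to it could not be settled.

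TC71 vehicle replicate 1 stood apart from replicates 2 and 3, with a chi-square per gene of 81.1 and 78.2 against 10.5 between the other two. Mitochondrial genes took 2.81% of its counts and 1.22% and 1.28% in the others, but without them the lower value was still 54.8. Without the stress response genes it was 75.3. Leaky induction of both genes in replicates 2 and 3 is not seen, since FOS was at 11.2, 12 and 11.8 CPM in replicates 1, 2 and 3, a ratio of 1.05 between the lower of the latter and replicate 1. JUN was at 18, 18.8 and 25.3 CPM, higher in replicate 3 alone. What sets the library apart was not resolved by these tests, and no other biological explanation was tested, as the 3 share a group.

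Another feature of that group concerned the integrated stress response. In 24 genes of the list with a mean of at least 100 counts, replicate 1 lay below the mean of replicates 2 and 3 by a median log2 of -1.10, with 23 of 24 genes lower. Of 10000 random lists of the same size matched on expression, 0 had a median as low, and the lowest was -0.27. CHAC1 was at 5.16, 28.7 and 121 CPM in vehicle replicates 1, 2 and 3, PCK2 at 15, 78 and 84.3 CPM, and DDIT3 at 5, 6.63 and 16.8 CPM. With doxycycline these genes were at 20.1, 34.2 and 5.33 CPM. Not all members behaved alike: INHBE (0.344, 4.17 and 6.77 CPM under vehicle) and CDKN1A (16, 35.2 and 35.5 CPM) were also lowest in replicate 1, but with doxycycline they were at 8.91 and 94.7 CPM, above all 3 vehicle libraries. Against vehicle replicate 1 alone, the median change of the 27 tested genes with doxycycline was 0.33, while against replicates 2 and 3 it was -0.52 and -0.79. The lower median of these genes in TC71 with doxycycline may thus stem from raised levels in 2 of the 3 vehicle cultures, for instance through spent medium or density, rather than from c-Jun and c-Fos. No label records culture density or time since feeding, so this remains a hypothesis.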
